A study of Homo sapiens with 6 samples. Its data were reported in "The FN1-ITGB4 Axis Drives Acquired Chemoresistance in Bladder Cancer by Activating FAK Signaling" (2026).

How the data were processed

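Gene expression was measured by RNA sequencing in 6 libraries, 3 of the bladder carcinoma line UC3 and 3 of its resistant subline UC3DDP. Samples were grouped by the line named in their titles, and the replicate number was taken from the same title. All titles carry the same run and lane prefix, so the labels give no batch to test. The labels are not in accord with one another. The series title and design text speak of the line T24, the extraction text of retinas and a TruSeq kit, and the submitters' processing notes of a mouse genome build. The gene identifiers of the table are human, and 99.8% of them were found in GENCODE release 44. Of all genes in the table, 99.8% overlapped their GRCh38 position there. The table was therefore read as human data on UC3, as the sample titles and the study's methods state.

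Per the study's methods, total RNA was extracted with TRIzol, libraries were made with a NEBNext kit and sequenced in pairs on a NovaSeq instrument. The authors trimmed reads with Fastp, aligned them to GRCh38 with HISAT2 and counted them per gene with featureCounts. Whether the counting used strand is not given in the sources used here, so reads of a gene cannot be told from those of an overlapping or antisense gene, and members of families with near-identical sequence, such as HLA, share reads. The authors deposited whole-number counts for 18936 genes, not normalized, and the lowest total of a gene over the 6 libraries was 10 counts. The same deposited table holds the authors' log2 fold change, its linear fold ratio, a p-value and a false discovery rate from DESeq2, and the summed exon length. The exon length and the GC content of a gene's longest annotated transcript served only the adjustment and the tests of the GC trend. Transcript length below means this summed exon length, which can differ from the length of the transcript expressed. DESeq2 run here on the counts gave log2 fold changes within 0.01 of the deposited ones for 18936 of 18936 genes.

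Total counts per library were 20118592, 19467228 and 20803970 in UC3 and 17254683, 16938122 and 16757610 in UC3DDP. CPM values were made from these counts with the TMM-scaled library sizes, whose factors ranged from 0.977 to 1.02, and group values are means with their SD over 3 libraries. Where a gene had 1 to 3 counts in a line, the ratio of summed counts is given with a 95% exact interval, and where it had 0 counts, a bound against a floor of 3 counts over the group. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

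The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on all 6 libraries with TMM scaling and filterByExpr (minimum count 10), which left 15120 genes. No covariate was used. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study's methods, and every adjusted p of a gene is from this test unless another tool is named. Of 39 gene lists, the 34 with at least 5 tested genes were compared with the other genes by camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 34. Another 4 lists had fewer tested genes and are given as counts only, and so is the list of the 9 genes the study names, which were chosen partly on these libraries. Each list test was repeated with an estimated correlation and with fry, which tests whether the genes of a list move on balance one way. A set of at least 20 genes per chromosome was tested in the same manner. The groups, tests, thresholds, gene lists and the rule for the genes named were fixed before the data were examined.

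By that rule 176 genes were taken. They are the 9 study genes and PTK2, up to 4 called members of each list with the largest absolute fold change and at least 1 CPM in the higher line (or the member that moved most where none was called), the 12 highest and 12 lowest protein-coding genes with non-overlapping libraries and at least 10 CPM in the higher line, and the 5 genes per direction with the largest difference in CPM. Members of a list that are named without passing its threshold, such as ERCC1 or BAX, were chosen after their values were seen. So were COL3A1, PECAM1, CDH5, KDR, ESAM, CDH1, ITGB1, ITGAV, BIRC5, CCNB1 and B2M. ITGB4, also named by the rule, is not among the 176 because the filter removed it. The values of some of these genes are not reported here.

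Alternatives chosen beforehand were DESeq2 1.42.0, limma voom, DESeq2 size factors, library totals alone, no filter, no fold limit, glmTreat, protein-coding genes alone, the replicate number as a block, and leaving out each library in turn. After the data were seen, a GC and length adjustment was added, an offset per gene and library from a loess trend of log2 CPM on transcript GC content and then on length (span 0.3), also with the block, with an estimated correlation and without UC3DDP replicate 1. GC content was known for 99.8% of genes. The tests of annotation terms that had been planned were not run because the table used here gives none.

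The procedure was tested on simulated counts with 100 genes changed 3-fold and 100 changed 8-fold. For UC3DDP against UC3 without a GC trend, 97% and 100% were recovered and 2 unchanged genes were called of 14797 genes. With the trend fitted to these libraries, 73% and 100% were recovered but 2966 unchanged genes were called of 14891 when no adjustment was made, and with the adjustment 100% of both were recovered and 2 unchanged genes were called. The simulated trend came from the same fit that the adjustment removes, and far fewer genes were changed than were called in the data. This recovery therefore does not show how well the adjustment works on the real libraries. Of 100 simulated sets without a shift, 0 were called by camera in any case, and of 20 shifted sets 15 were called with the trend and no adjustment and 20 otherwise. These sets were drawn at random from genes simulated independently. They therefore do not test camera on lists whose members share a GC content or are correlated.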

Results

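RNA sequencing was performed on UC3, a human bladder carcinoma cell line, and on UC3DDP, a subline made resistant to chemotherapy by cycles of exposure to rising drug doses. The study calls the subline UC3-R and states that it was selected with gemcitabine, a nucleoside analogue, together with cisplatin, a platinum compound that crosslinks DNA. The labels name it UC3DDP, and apart from that name they do not say which drugs were used. Each line was represented by 3 libraries, and read counts were given for 18936 genes. Total counts ranged from 19467228 to 20803970 in UC3 and from 16757610 to 17254683 in UC3DDP. The labels do not say that replicates were separate cultures, and the study's statement that its experiments used independent biological replicates is general and does not name these libraries. The p-values therefore measure only the spread between these libraries, which may be technical. Across genes, which are not independent replicates, log2 CPM, counts scaled to library size, correlated at 0.986 to 0.996 within a line and at 0.841 to 0.883 between the lines (Pearson's r). Libraries of one line differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 1.48 to 1.88 in UC3 and 3.63 to 23.7 in UC3DDP, so no library was taken for a copy of another, which does not show that they came from separate cultures.

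The comparison asked which genes differ between the resistant line and its parent, with fibronectin and the integrins that bind it as the study's main interest. FN1, which encodes fibronectin (ENSG00000115414, chromosome 2, 215360440 to 215436073, GRCh38), measured 8.87 ± 0.497 CPM in UC3 and 118 ± 4.70 CPM in UC3DDP (mean ± SD, n = 3 libraries each). Its log2 fold change was 3.74 (SE 0.085, adjusted p = 1.1e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The other 8 genes that the study names as higher in its resistant lines also rose. APOE, a lipid carrier, rose by 8.38 on the log2 scale, from 0.348 ± 0.0129 to 119 ± 7.11 CPM, and NES, an intermediate filament gene, rose by 4.70, from 1.26 ± 0.0713 to 32.9 ± 2.61 CPM. The log2 fold changes of DYSF, TMOD1, THBS1, MRC2, EEF1A2 and RAB6B were 4.64, 3.88, 2.63, 2.36, 2.23 and 2.10. All 9 of these genes passed, also when adjusted over the list alone, but the study chose them partly on these libraries, so they are not independent evidence of the direction and no test of them as a set is given.

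ITGB4, the integrin beta 4 subunit that the study pairs with fibronectin, was close to the detection floor in both lines. The gene (ENSG00000132470, chromosome 17, 75721328 to 75757818, GRCh38) had 2, 0 and 0 counts in the UC3 libraries and 8, 2 and 4 counts in the UC3DDP libraries. These counts correspond to 0.0331 ± 0.0573 CPM in UC3 and 0.276 ± 0.183 CPM in UC3DDP (n = 3 each). The ratio of the summed counts was 8.29 (95% exact interval 1.90 to 75.2), a log2 ratio of 3.05, and the filter on low counts kept ITGB4 out of the test. Without the filter its log2 fold change was 2.82 (edgeR adjusted p = 0.0311), while the authors' deposited table gave 3.03 with an FDR of 0.0550. Without UC3 replicate 1, which held both UC3 counts, the log2 ratio against the floor was at least 1.87, and without UC3DDP replicate 1, which held 8 of the 14 UC3DDP counts, it was 2.41. PTK2, which encodes the focal adhesion kinase FAK (ENSG00000169398, chromosome 8, 140657900 to 141002216, GRCh38), fell by 1.20 on the log2 scale, from 507 ± 4.22 to 220.1 ± 30.0 CPM (SE 0.098, edgeR adjusted p = 4.0e-06). The study's claim on FAK concerns phosphorylation of the protein, which RNA counts do not measure. With an adjustment for GC content and transcript length, described with the counts of genes, PTK2 stood at -0.90 and no longer passed the fold limit. FN1 stood at 4.69 with it.

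**Figure D1:**
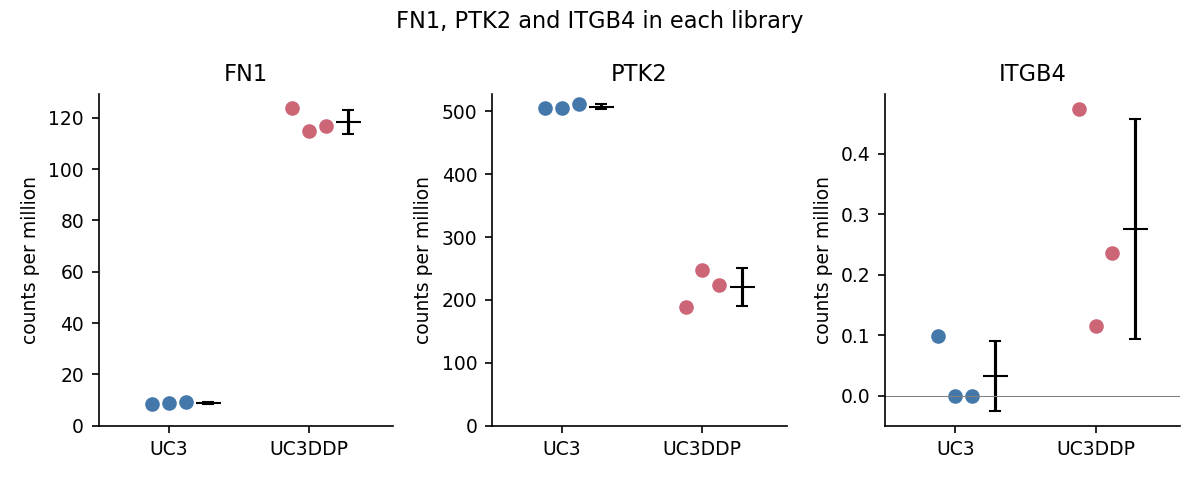
CPM of FN1, PTK2 and ITGB4 in each of the 3 UC3 and 3 UC3DDP libraries (points), with the mean and SD of each line (bars). FN1 was higher and PTK2 lower in all UC3DDP libraries, and ITGB4 stayed under 1 CPM in both lines.

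Of 15120 genes tested, 2666 rose and 3495 fell in UC3DDP at an adjusted p under 0.05 and an absolute log2 fold change over 1 (edgeR), together 40.7% of those tested. The authors' deposited table held 3034 higher and 3893 lower genes at the same thresholds, of which 2587 and 3454 were also called here. The fold changes followed the GC content of the transcripts. Protein-coding genes in the 10% of lowest GC content had a median log2 fold change of -1.43, and those in the 10% of highest GC content a median of 0.79. Against the UC3 mean, the difference between the 20% of highest and the 20% of lowest GC content was 2.44, 1.74 and 1.90 in UC3DDP replicates 1, 2 and 3, and between -0.018 and 0.020 in the UC3 libraries. The edgeR tests of genes and the camera tests of sets were therefore repeated with an adjustment for GC content and transcript length, chosen after the data were seen, which left a difference of -0.019 between these groups. With it, 2292 genes rose and 1866 fell, so that the share of called genes that were higher was 55.1% against 43.3% without it. In the same direction both ways were 1544 of the higher and 1484 of the lower genes, 57.9% and 42.5% of those called without the adjustment. Each gene list is therefore given with its counts under both.

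**Figure D2:**
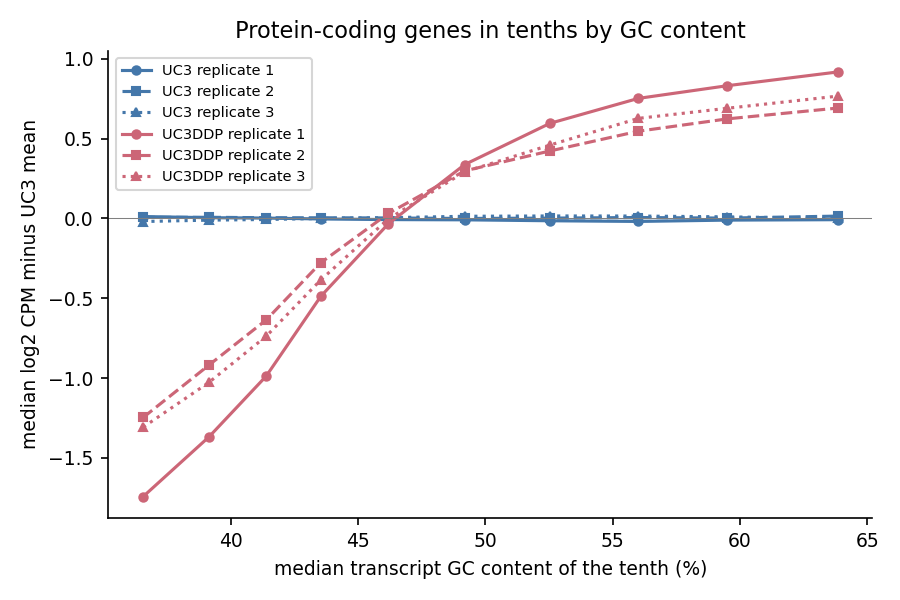
Median log2 CPM difference from the UC3 mean for protein-coding genes divided into 10 equal groups by transcript GC content (percent), one line per library. The UC3 libraries stayed near 0, whereas the UC3DDP libraries ran from -1.74, -1.25 and -1.31 in the lowest group to 0.92, 0.69 and 0.77 in the highest.

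Of the lists of extracellular matrix genes, only the interstitial matrix was called higher in UC3DDP both without and with the adjustment, at the preset correlation. Among 21 genes of the interstitial matrix, 14 rose and 2 fell (camera adjusted p = 0.00220, and adjusted p = 0.408 with an estimated correlation). COL5A2, a fibrillar collagen chain, rose by 5.14 on the log2 scale from 2.80 ± 0.877 to 99.2 ± 13.2 CPM, and SPARC, a collagen-binding glycoprotein, by 2.34. SPP1, which encodes osteopontin, had 3 counts in all UC3 libraries and 590 in UC3DDP, a ratio of 233 (95% exact interval 79.3 to 1133). The fibulin FBLN1 went the other way and fell by 7.01, from 18.5 ± 0.739 to 0.138 ± 0.191 CPM, with 6, 1 and 0 counts in UC3DDP replicates 1, 2 and 3. With the adjustment, 13 rose and 2 fell (adjusted p = 0.00866, and adjusted p = 0.416 with an estimated correlation). Of 19 basement membrane genes, 10 rose, among them the nidogen NID1 (3.39) and the collagen IV chains COL4A2 (2.91) and COL4A1 (2.61). The list was called (camera adjusted p = 0.00633, adjusted p = 0.408 with an estimated correlation), but not with the GC and length adjustment (adjusted p = 0.0522, range over the camera settings 0.00333 to 0.416), under which 8 rose and 1 fell. Matrix proteases and their inhibitors went both ways, with 6 of 15 higher and 4 lower, or 5 and 3 with the adjustment. TIMP2, a metalloproteinase inhibitor, rose by 2.87 and MMP2, a gelatinase, by 2.08, while SERPINB2, a plasminogen activator inhibitor, dropped from 141 counts to 1, a ratio of 119 (95% exact interval 21 to 4734).

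Of 17 integrin subunits tested, 7 rose and 2 fell. ITGAX rose by 5.39, ITGA11 by 4.67, ITGA1 by 3.59 and ITGB3 by 3.32 on the log2 scale, and ITGB3 reached the highest level of these, at 38.7 ± 1.73 CPM in UC3DDP against 3.86 ± 0.0181 CPM in UC3. ITGB1, the beta subunit shared by most fibronectin receptors, fell by 1.16, and ITGAV by 1.08, but with the adjustment neither passed, and 5 rose and 0 fell. The list did not pass in the main test without the adjustment (camera adjusted p = 0.0639), although it did when no filter was used. It passed with the adjustment (adjusted p = 0.0205, and adjusted p = 0.416 with an estimated correlation, range over the camera settings 0.0137 to 0.416). Components of the focal adhesion, where integrins meet the cytoskeleton, were called higher (camera adjusted p = 0.0227, adjusted p = 0.450 with an estimated correlation), with 8 of 28 higher and 4 lower. The kinases SRC and FYN rose by 4.11 and 2.38, and the scaffold TNS1 by 1.98. That call ended with the adjustment (adjusted p = 0.198, range over the camera settings 0.0118 to 0.709), under which 6 rose and 1 fell.

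The HLA class I genes and their processing machinery were also higher. Of 15 genes, 9 rose and 1 fell (camera adjusted p = 0.00301, adjusted p = 0.408 with an estimated correlation), and with the adjustment 8 rose and 0 fell (adjusted p = 0.00107, and adjusted p = 0.416 with an estimated correlation). HLA-B rose by 2.69 on the log2 scale, from 29.7 ± 1.39 to 191 ± 12.1 CPM, HLA-F by 4.83, and the immunoproteasome subunits PSMB8 and PSMB10 by 2.36 and 2.30. HLA genes share sequence, so the split of reads between them is uncertain. Interferon-stimulated genes were not called as a list (camera adjusted p = 0.169), although 9 of 23 rose and 3 fell, or 11 and 2 with the adjustment. OAS2 and OAS1, which sense double-stranded RNA, rose by 5.97 and 2.47, and ISG15 by 2.17. Inflammatory cytokines split into 4 higher and 3 lower of 13 (camera adjusted p = 0.800), or 3 and 2 with the adjustment. The chemokine CCL2 fell by 4.05, from 114 ± 6.71 to 6.88 ± 0.515 CPM, whereas IL1A rose by 6.20 and IL11 by 2.92.

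**Figure D3:**
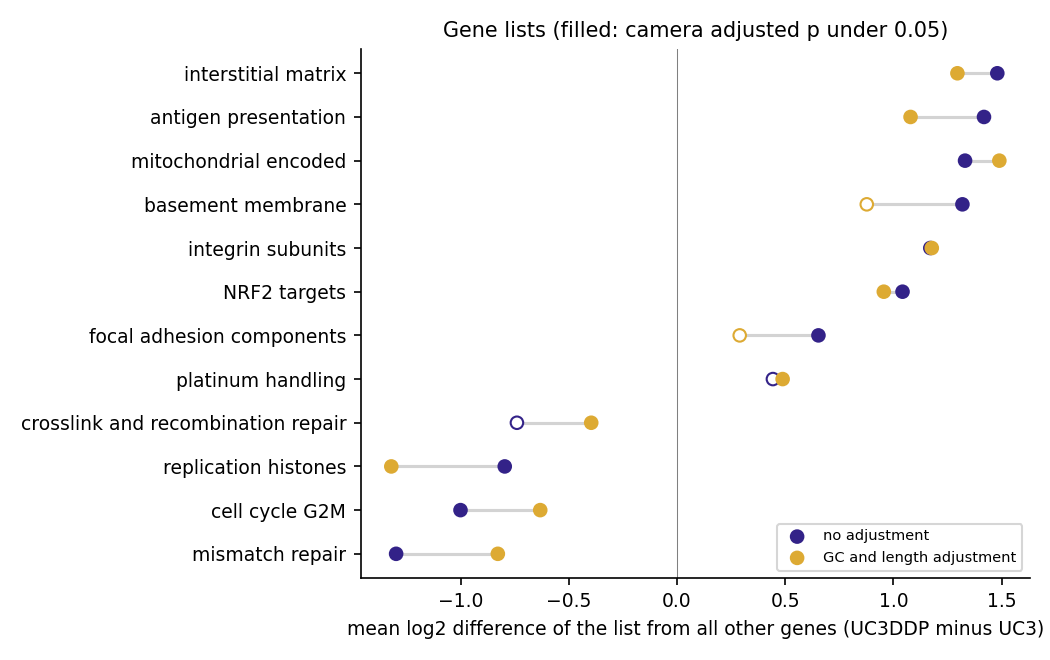
Mean log2 difference between the genes of a list and all other genes (UC3DDP minus UC3) for the 12 lists called without or with the GC and length adjustment. Filled points passed camera at an adjusted p under 0.05. Basement membrane and focal adhesion components passed without the adjustment and not with it; integrin subunits, platinum handling and crosslink and recombination repair passed with it and not without it.

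Mitotic genes were lower in UC3DDP. Of 29 genes that peak at G2/M, 15 fell and 1 rose (camera adjusted p = 0.0202, adjusted p = 0.408 with an estimated correlation). With the adjustment 8 fell and 1 rose (adjusted p = 0.00612, and adjusted p = 0.416 with an estimated correlation). The kinetochore gene CENPE fell by 3.69 on the log2 scale, from 163 ± 7.66 to 12.6 ± 4.17 CPM, the spindle gene HMMR by 2.83 and ECT2, which acts in cytokinesis, by 2.59. The member that rose without the adjustment was BIRC5, which encodes survivin (1.27, and 0.85 with the adjustment, under the fold limit), and the one that rose with it was the cyclin CCNB1 (0.84, under the fold limit, and 1.51). AURKA, AURKB and CDC20, mitotic regulators of the same list, had log2 fold changes of -0.20, 0.02 and 0.52 and did not pass. Genes of DNA replication were not called as a list (camera adjusted p = 0.733), with 6 of 30 lower and none higher, or 2 lower and 1 higher with the adjustment. CLSPN, a mediator of the replication checkpoint, fell by 1.56 but stood at -0.91 with the adjustment, under the fold limit, and PRIM1, of the primase complex, fell by 1.52.

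Among DNA repair genes, those of mismatch repair were called lower (camera adjusted p = 0.0202, adjusted p = 0.450 with an estimated correlation). Of 8 genes 5 fell, or 3 with the adjustment (adjusted p = 0.0346, and adjusted p = 0.416 with an estimated correlation). MSH6 fell by 1.39 on the log2 scale, from 217 ± 6.50 to 82.6 ± 17.5 CPM, and stood at -0.38 with the adjustment, under the fold limit. In the Fanconi anaemia and homologous recombination list, 16 of 31 fell and 1 rose, but with the adjustment 3 fell and 2 rose. BRCA2 fell by 2.86 and FANCM by 3.00, and both still passed with the adjustment, at -1.01 and -1.51, whereas ATM fell by 2.51 and stood at -0.94, under the fold limit. The list passed with the adjustment (adjusted p = 0.0346, and adjusted p = 0.416 with an estimated correlation). In the main test without it the list did not pass (adjusted p = 0.0637, range over the camera settings 0.0346 to 0.416). Without the adjustment it did pass under the replicate block and when no filter was used. Of 9 translesion synthesis genes 6 fell, including REV3L (-2.85) and POLQ (-2.29), and with the adjustment 3 fell and 1 rose (camera adjusted p = 0.102 and 0.104, range over the camera settings 0.0452 to 0.450, passing only without the filter). Nucleotide excision repair, which removes platinum adducts, was not called (camera adjusted p = 0.580), with 4 of 25 lower and 1 higher, or 1 and 1 with the adjustment. ERCC1 had a log2 fold change of 0.66 and did not pass.

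Single genes of drug handling differed between the lines, and of their 3 lists the calls of efflux and platinum handling depended on the processing. ABCB1, the efflux pump P-glycoprotein, had 1 count in UC3 and 365 counts in UC3DDP, a ratio of 432 (95% exact interval 77.1 to 17126), which gave 7.16 ± 1.70 CPM in UC3DDP. ABCC4, another efflux transporter, fell by 1.79 on the log2 scale, and of 9 such transporters 2 rose and 1 fell, or 1 and 1 with the adjustment (camera adjusted p = 0.124, range over the camera settings 0.0323 to 0.591, passing only without the filter). Of 22 antioxidant targets of NRF2, 9 rose and 0 fell. With the adjustment 9 rose as well, of which 7 were the same genes. This list was called (camera adjusted p = 0.0369, adjusted p = 0.408 with an estimated correlation, and with the adjustment 0.00612, or adjusted p = 0.416 with an estimated correlation). The aldo-keto reductase AKR1C3 rose by 2.86 and the ferritin light chain FTL rose from 536 ± 13.4 to 2459.6 ± 293 CPM. HMOX1 and TXNRD1, widely used NRF2 targets, stood at -0.04 and -0.13 and did not pass. Among genes of platinum transport and detoxification 5 of 20 rose and 2 fell, or 6 and 0 with the adjustment (camera adjusted p = 0.141 and 0.0495, and with the adjustment adjusted p = 0.486 with an estimated correlation, range over the camera settings 0.0371 to 0.486). The glutathione transferases GSTM3 and GSTO1 rose by 1.82 and 1.61, and the copper transporter SLC31A1, a route of cisplatin uptake, stood at 0.39 and did not pass. Of 18 genes of gemcitabine handling 4 fell and 0 rose, or 2 and 1 with the adjustment (camera adjusted p = 0.583). NT5E, a nucleotidase, fell by 2.14, whereas DCK, which activates gemcitabine, stood at 0.08, and the ribonucleotide reductase subunits RRM1 and RRM2 at -1.26 and 0.13, of which RRM1 passed without the adjustment alone.

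Genes of cell death gave no called list. Among inhibitors of apoptosis 5 of 14 fell and 2 rose, but with the adjustment 1 fell and 0 rose (camera adjusted p = 0.150 and 0.652). The one that fell both ways was BIRC6 (-2.54, and -1.47 with the adjustment), and BCL2 stood at -0.07 and did not pass. Of 25 genes that promote apoptosis 5 rose and 2 fell, or 4 and 0 with the adjustment (camera adjusted p = 0.0881). HTRA2, a mitochondrial protease, rose by 1.65 on the log2 scale, and BAX stood at 0.65 and did not pass. Targets of p53 were 4 higher and 4 lower of 23, or 3 and 0 with the adjustment (camera adjusted p = 0.412), with CDKN1A, the cell cycle inhibitor p21, higher by 2.18. The unfolded protein response list had 5 higher and 2 lower of 24 (camera adjusted p = 0.30), or 3 and 3 with the adjustment. Hypoxic and glycolytic genes numbered 9 higher and 4 lower of 26 (camera adjusted p = 0.141), or 3 and 3 with the adjustment. For cholesterol synthesis 3 of 24 rose and 5 fell, but with the adjustment 1 rose and none fell. Its median (-0.03) was negative while its mean difference (0.02) and test pointed up (camera adjusted p = 0.904).

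Markers of cell state moved in mixed directions. Of 15 mesenchymal markers 5 rose and 2 fell (camera adjusted p = 0.304), or 6 and 3 with the adjustment. TAGLN and ACTA2, of the contractile cytoskeleton, rose by 3.30 and 2.34 on the log2 scale, while the transcription factor ZEB1 fell by 2.71. Epithelial markers were 3 higher and 3 lower of 11 (camera adjusted p = 0.478), or 4 and 1 with the adjustment, and the desmosomal gene DSP rose by 2.86. Of 8 basal urothelial markers 4 rose and none fell (camera adjusted p = 0.141), among them COL17A1 (2.32), and with the adjustment 3 rose. Of 8 luminal markers 3 rose (camera adjusted p = 0.141), or 3 rose and 1 fell with the adjustment. One of these, FGFR3, had 245, 54 and 68 counts in the UC3DDP libraries, and without replicate 1 its log2 fold change was 0.82, under the fold limit, against 1.83 with it, and it did not pass with the adjustment either (edgeR adjusted p = 0.0658). Among ligands and receptors of the EGF and FGF families 7 of 19 rose and 1 fell, with equal numbers but partly other genes under the adjustment (camera adjusted p = 0.148), with the EGFR ligands TGFA and HBEGF higher by 6.95 and 2.76. Targets of YAP and TEAD were 6 higher and 3 lower of 21 (camera adjusted p = 0.141), or 3 and 3 with the adjustment.

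Markers of other cell types were measured to see whether the cultures held foreign RNA. Of 6 fibroblast markers 5 rose and 1 fell (camera adjusted p = 0.102), or 4 and 1 with the adjustment. THY1 fell by 3.68 on the log2 scale, although 22 of its 23 UC3DDP counts were in replicate 1. COL3A1, a fibroblast collagen outside the test, had 10, 10 and 11 counts in UC3 and 58, 2 and 2 in UC3DDP. Of 10 listed endothelial markers 8 were among the genes with counts and 4 were tested. All 4 rose, led by TIE1 (5.34, 47.1 ± 3.64 CPM in UC3DDP), and 3 did with the adjustment. VWF, 1 of them, had 4, 1 and 1 counts in UC3 and passed the filter only through UC3DDP. Of the untested markers PECAM1 had 47, 5 and 5 counts in UC3DDP, CDH5 had 9, 2 and 0, and KDR had 11, 0 and 2. ESAM, also untested, had 6, 8 and 4 counts in UC3 and 6, 4 and 1 in UC3DDP. Of 15 listed blood cell markers only 2 were among the genes with counts and 1 was tested, the integrin ITGAX, which rose. Retinal markers were listed because the labels speak of retinas. Only 4 of the 16 were among the genes with counts and 3 were tested, of which 1 rose and with the adjustment 0 did. The only metallothionein tested, MT2A, stood at 0.93 and did not pass. In UC3DDP replicate 1, CDH1, the epithelial cadherin, had 159 counts against 0 in each of the other 5 libraries.

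Of the 13 protein-coding genes of the mitochondrial genome 10 rose in UC3DDP, and with the adjustment 13. This list was called (camera adjusted p = 0.00154, adjusted p = 0.438 with an estimated correlation, and with the adjustment 7.9e-04, or adjusted p = 0.416 with an estimated correlation). Mitochondrial genes took 4.59% to 4.68% of the counts in UC3 and 9.98% to 11.1% in UC3DDP. Of 15 replication-dependent histones, whose transcripts lack poly(A) tails, 5 fell, and with the adjustment 10. Their list was called (camera adjusted p = 0.0202, adjusted p = 0.408 with an estimated correlation, and with the adjustment 0.00238, or adjusted p = 0.416 with an estimated correlation). Of 15 genes often used as references 1 rose and 1 fell (camera adjusted p = 0.323), GAPDH and TFRC, and with the adjustment B2M rose and TFRC fell. GAPDH rose by 1.07 on the log2 scale, but stood at 0.96 without UC3DDP replicate 1 and at 0.40 with the adjustment, both under the fold limit, and ACTB stood at 0.76 and did not pass.

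Of 34 lists with at least 5 genes tested, 9 were called, 6 higher and 3 lower (camera with a preset correlation of 0.01). None passed with a correlation estimated from the data, where 1 list had an unadjusted p under 0.05. With the adjustment 10 lists passed with the preset correlation and none with an estimated one. Fry, which asks only whether the genes of a list move on balance one way and not whether they differ from other genes, passed 33 of 34. With the adjustment the medians of the mesenchymal markers (-0.04), of DNA replication (0.06) and of nucleotide excision repair (0.075) had the opposite sign to their mean differences (0.42, -0.25 and -0.021). In all 39 lists the numbers of genes that rose and fell were the same when adjusted over the list alone.

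The largest changes among protein-coding genes with at least 10 CPM in the higher line concerned genes nearly silent in the other line. LCP1, an actin-bundling protein typical of blood cells, rose by 9.94 on the log2 scale, from 0.692 ± 0.288 to 688 ± 55.3 CPM. The HLA class II genes HLA-DRB5, HLA-DRB1 and HLA-DRA rose by 8.85, 8.72 and 7.92, and CPE, which processes peptide hormones, by 8.21. For genes with 1 to 3 counts in UC3 the ratio of summed counts is given. It was 1452 for the zinc finger gene ZNF667 (95% exact interval 260.2 to 57414), 925 for the cytokine receptor CSF2RA (166 to 36591) and 618 for the Fc receptor FCGRT (211 to 3000.0). SH2D2A, ACSS3 and SERPING1 had ratios of 461, 359.8 and 308, with lower bounds of 127, 123 and 105. In the other direction HAPLN1, a link protein of cartilage matrix, had 15228 counts in UC3 and 2 in UC3DDP, a ratio of 6427 (1779 to 53075). The zinc finger gene ZNF257 had 685 counts in UC3 and 0 in UC3DDP and was at least 193-fold lower, against a floor of 3 counts over the group. The cancer-testis gene MAGEC2 was lower by a ratio of 1851 (512 to 15290.1), TENM2 by 872, PNMA8A by 853, NTNG1 by 396 and ATP8A1 by 239. The log2 fold changes of TMPRSS15, PTPRD, PCDH17, PLCXD3 and PDE10A were -10.09, -9.42, -8.74, -8.22 and -7.94. Their exact size is uncertain, since each rests on few counts in UC3DDP replicates 1, 2 and 3. These were 0, 7 and 2 for TMPRSS15, 0, 4 and 1 for PTPRD and 2, 1 and 1 for PCDH17. For PLCXD3 they were 1, 2 and 5, and for PDE10A 4, 0 and 1.

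Measured by the difference in CPM, the genes that rose most were MT-CO2, MT-ATP6, MT-ND4, MT-CO3 and GAPDH. MT-CO2 went from 4048 ± 100.1 to 11827 ± 748 CPM and MT-ND4 from 5621 ± 246 to 12918 ± 1028 CPM. The genes that fell most were HSP90AA1, NPM1, MAT2A, HNRNPA1 and DST. The chaperone HSP90AA1 fell by 1.90 on the log2 scale, from 4555 ± 90.8 to 1221 ± 363 CPM, and MAT2A, which makes S-adenosylmethionine, by 1.95. NPM1, a nucleolar protein, fell by 1.92 but stood at -0.67 with the adjustment, under the fold limit.

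By chromosome, 11 of 24 sets were called without the adjustment and 4 with it (camera, preset correlation 0.01), while none passed with an estimated correlation, where 2 had an unadjusted p under 0.05. Genes on chromosomes 16 and 17 had median log2 fold changes of 0.60 and 0.59, and those on chromosome 13 a median of -0.69 (adjusted p = 6.0e-06, 1.7e-05 and 2.3e-05, and with an estimated correlation adjusted p = 0.253, 0.253 and 0.321). With the adjustment these medians were 0.23, 0.32 and -0.16, and only chromosome 17 of the 3 still passed (adjusted p = 0.0350, and adjusted p = 0.205 with an estimated correlation). With the adjustment chromosome 20 was called lower (median -0.34, adjusted p = 4.1e-06, and adjusted p = 0.154 with an estimated correlation, range over the camera settings 2.1e-06 to 0.373). Chromosome 1 was called higher with it (median 0.28, adjusted p = 0.0350, and adjusted p = 0.169 with an estimated correlation, range 0.0336 to 0.169). The mitochondrial genome was called higher both ways (medians 1.33 and 1.81), with adjusted p = 0.253 and 0.217 with an estimated correlation. Across the nuclear chromosomes the median log2 fold change followed the median GC content of the genes (Spearman's rho 0.875 over chromosomes, which are not replicates). On chromosome 12 the median was 0.01 while the set test pointed down, without passing.

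**Figure D4:**
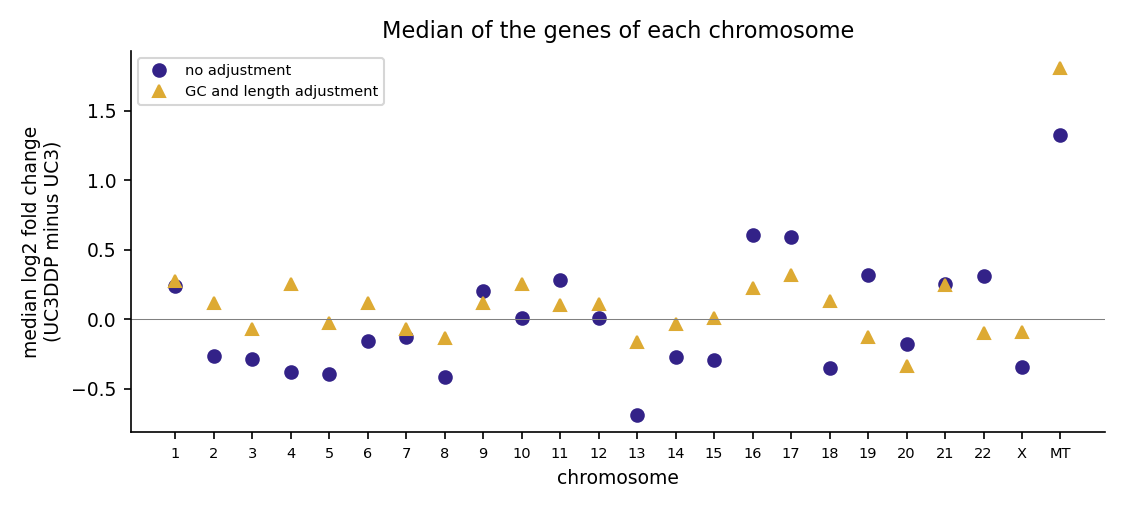
Median log2 fold change (UC3DDP minus UC3) of the tested genes on each chromosome and on the mitochondrial genome (MT), without and with the GC and length adjustment. The adjusted medians of the nuclear chromosomes lay between -0.34 and 0.32, and the mitochondrial genome stood at 1.81.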

Values the study reported

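The study reported resistance indices, the IC50 of the resistant line over that of its parent, of 2.2 for cisplatin and 10.97 for gemcitabine in UC3-R. In T24-R the indices were 6.57 for cisplatin and 2.91 for gemcitabine. Genes were considered changed in its transcriptome at an absolute log2 fold change above 1 and an adjusted p-value below 0.05.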

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

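The tests of kidney genes and of a cancer gene panel were both chosen only after the reads they concern had been seen. Genes of a list of kidney markers that were too low to enter the tests (16 genes) summed to 509 counts in UC3DDP replicate 1, and to 29 and 20 counts in replicates 2 and 3, against 14, 12 and 10 counts in the UC3 libraries, and each of the 3 UC3DDP sums stands out because it lies above all sums of the parental line. The small excess in replicates 2 and 3 was not examined further.

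In UC3DDP replicate 1, 32 genes had at least 20 counts and over 10 times the count of every other library, together 1634 reads or 0.00947% of that library, and 0 of them entered the tests. A candidate source is kidney tissue, since 11 genes of the kidney list had at least 10 counts there and over 5 times every other library, led by GPX3 with 152 and UMOD with 114 counts, that is 11 of 20 with counts. The highest number in a list of another tissue was 1, in 1 of 2 intestine genes, and the other lists held only 2 to 7 genes, too few to compare tissues. A second candidate source is a panel of cancer hotspot genes, since 83.3% of the panel genes nearly silent elsewhere, 5 of 6, had at least 20 counts there, among them CDH1 with 159 and RET with 152. Neither test excludes the other source, both remain open, and no biological explanation was tested because the pattern lies in one library.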

How the results depend on the processing

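The GC and length adjustment and its combinations were chosen only after the data were seen; the other alternatives were planned. Under DESeq2 size factors, library totals alone, no filter, DESeq2, limma voom and the replicate block, all 176 tested named genes with a value kept their direction and side of the threshold, ITGB4 passed only without the filter, and FN1 stayed between 3.72 and 3.74. ITGB4 gave no value under voom, the replicate block or the adjustment, since it was not tested, and annotation terms were not run. The replicate numbers did not pair the libraries, with correlations of -0.047, -0.014 and -0.0089 between libraries of the same number, and the replicate block gave 2660 higher and 3514 lower genes and 10 lists, crosslink and recombination repair being added (adjusted p = 0.0495). Without a fold limit 6134 genes were higher and 6038 lower, because fewer conditions applied. Camera with an estimated correlation called 0 lists and 0 chromosomes, also with the adjustment, whereas fry, which does not compare a list with other genes, called 33 lists. With no filter 13 lists passed, the 4 added being drug efflux, translesion synthesis, integrin subunits and crosslink and recombination repair. With the adjustment 1866 genes were lower and 4 chromosomes called, with 1871 lower genes when the replicate block was added, and with 1892 lower genes and 4 chromosomes when UC3DDP replicate 1 was left out. Leaving out each library in turn gave 2611 to 2885 higher genes, 3415 to 3891 lower genes, 9 to 10 lists, 10 to 12 chromosomes, 3.68 to 3.76 for FN1 and 1.87 to 3.41 for ITGB4, where 1.87, without UC3 replicate 1, is a lower bound against a floor of 3 counts. GAPDH, ERCC4 and FGFR3 dropped under the fold limit without UC3DDP replicate 1, at 0.96, -0.91 and 0.82.

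Some results reversed. With the adjustment SC5D stood at 0.027 and ERCC4 at 0.039. The mean differences from all other genes were -0.032 for cholesterol synthesis and -0.021 for nucleotide excision repair, where the test pointed up. For chromosomes 2, 4, 6 and 12 these differences were 0.064, 0.31, 0.049 and 0.057. For chromosomes 18, 19 and 22 they were 0.041, -0.23 and -0.18. Of these, SC5D, ERCC4 and chromosomes 18, 19 and 22 had passed without the adjustment, and none passed with it. Without UC3DDP replicate 1 as well, SC5D stood at 0.0082 and ERCC4 at 0.071. The mean differences were then -0.034 for nucleotide excision repair and 0.29 for the epithelial markers, where the test pointed down. For chromosomes 2, 4, 6 and 12 they were 0.071, 0.30, 0.054 and 0.043. For chromosomes 18, 19 and 22 they were 0.023, -0.21 and -0.20. The adjustment removes the trend with GC content by construction, and whether that alone moved these results was not tested. On chromosome 10 the set test turned down without UC3DDP replicate 2 although the mean difference was 0.026 (0.058 without replicate 1), never passing, and the cause was not tested. At these depths ITGB4 had 2 counts in UC3 and 14 in UC3DDP, and whether more depth would change its ratio was not tested. The 10 splits of the 6 libraries into 3 and 3 are too few to give a share under 0.05. Each split but the real one sets 2 libraries of one line with 1 of the other, so it keeps part of the contrast between the lines. The results of the splits therefore do not show how often chance gives such calls. The real split gave 2666 higher and 3495 lower genes, 9 lists and 11 chromosomes, and the highest of the others 0, 0, 9 and 9; as many higher genes, lower genes, lists and chromosomes came from 1, 1, 2 and 1 splits, the real one included.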

Other observations

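Of the tests here, that of transcript length and the gene groups of the next 2 paragraphs were chosen only after the result was seen, as was the GC and length adjustment itself.

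A group of 10 HLA class II genes with CD74 and CIITA was chosen after their values were seen, and each of these 12 passed as higher in UC3DDP with and without the adjustment. Because this group and the families below were picked on these values, no test of them as sets is given. HLA-DRB1 measured 0.263 ± 0.150 CPM in UC3 and 115 ± 11.3 CPM in UC3DDP, HLA-DPA1 0.329 ± 0.131 CPM in UC3 and 66.2 ± 3.10 CPM in UC3DDP, and CD74, the chain that guides class II assembly, rose by 5.54 on the log2 scale. CIITA, the transactivator of class II genes, rose by 3.79 on the log2 scale (SE 0.16), with 14, 18 and 15 counts in UC3 and 197, 172 and 183 in UC3DDP. Near-identical HLA-DRB genes share reads, so the values of HLA-DRB1 and HLA-DRB5 are uncertain one by one.

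Other gene families, also chosen after their values were seen, are given as counts of genes that passed. Of 474 ZNF genes 206 fell and 47 rose, and with the adjustment 95 fell and 42 rose. Of 22 protocadherins 14 rose and 5 fell, and with the adjustment 13 rose and 4 fell. Of 20 small nucleolar RNAs 12 fell and none rose, and with the adjustment 9 fell. Of 78 ribosomal protein genes 2 rose and 3 fell, and with the adjustment 3 rose and 2 fell. Of 7 genes named MAGE, 1 of them an antisense RNA, 1 rose and 1 fell, and with the adjustment none rose and 1 fell, MAGEC2 both times.

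The trend of fold change with GC content was weighed against 3 technical explanations. If the libraries differed in their yield of GC-rich fragments, noncoding transcripts should follow it too, and among lncRNA genes the 20% of highest GC content exceeded the 20% of lowest by 1.53 on the log2 scale, against 2.02 among protein-coding genes. Transcript length or RNA breakdown as the whole cause is argued against by the 25% of genes with the highest GC content, where the longest and shortest genes differed by -0.0381, although in the 25% with the lowest they differed by -0.85. Gains or losses of whole chromosomes are argued against as the source by the trend within chromosomes. Its median rank correlation was 0.580, and it exceeded 0.3 on 23 of 23. Copy number changes of parts of chromosomes were not tested. A GC-dependent yield of the libraries therefore remains a candidate explanation. A biological difference between the lines that follows GC content stays open and untested, since the trend separates all 3 UC3DDP libraries from the UC3 mean. The values are relative to that mean, so the shift between the lines cannot show which line carries the trend. The spread within a line does not depend on that mean. It ran from 1.74 to 2.44 among the UC3DDP libraries and from -0.018 to 0.020 among the UC3 libraries. Whether the larger spread in UC3DDP is technical was not tested.

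Whether the called lists may come from this trend was tested with the adjustment. Antigen presentation (adjusted p = 0.00107), interstitial matrix (0.00866), mitochondrially encoded genes (7.9e-04), NRF2 targets (0.00612) and replication histones (0.00238) still passed with the preset correlation. This argues against the trend as their whole cause. G2/M genes (0.00612) and mismatch repair (0.0346) also passed, but their median GC content was low, at 42.1% and 42.3%. The adjustment fits the same length curve at every GC content. Before it, the longest and shortest genes differed by -0.85 at low GC content and by -0.0381 at high. Whether it leaves a deficit in long genes of low GC content was not tested. For G2/M genes and mismatch repair, passing therefore does not decide whether the trend is the whole cause. None of the 7 passed with an estimated correlation, with the adjustment (adjusted p = 0.416 with an estimated correlation for each) or without it. The argument against the trend therefore rests on the preset value. The focal adhesion list lost its call (adjusted p = 0.198) as its mean difference shrank from 0.65 to 0.29 (SD of members 1.18 and 0.98), so the trend is a candidate explanation for it. For the basement membrane list the trend and a difference between the lines cannot be told apart, since its adjusted p of 0.0522 lies just above the threshold while its mean difference went from 1.32 to 0.88 (SD of members 1.5 in both).

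In UC3 replicate 1, 2 genes had at least 20 counts and over 10 times the count of every other library, with 1036 reads, of which 1 entered the tests.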
